A study of Mus musculus with 6 samples. Its data were reported in "Transcriptional Reprogramming of CD11b+Esamhi Dendritic Cell Identity and Function by Loss of Runx3" (2013).

How the data were processed

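Gene expression was measured on 6 Affymetrix arrays, each hybridised with RNA of CD4+ dendritic cells (DC) sorted from the spleen of a different male mouse aged 6 weeks. Per the labels, 3 mice were wild type (WT) and 3 carried a germline loss of Runx3 (Runx3-/-), a transcription factor of the RUNX family. The mice came as 3 littermate pairs, each with a WT and a Runx3-/- animal, and replicate numbers 1 to 3 name the litter. Cells were enriched on magnetic beads and then sorted as CD11c+ MHCII+ cells divided by CD4 and CD8. The labels also speak of an Esam population without saying whether Esam was part of the gate, so the share of Esam-hi cells in these samples is not known, which limits any reading of Esam itself and of the Esam-hi and Esam-low lists. The labels name a column kit for total RNA and the study's methods name a related kit that also retains small RNA, and which of them was used is not settled here.

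The authors imported the raw array files into Partek Genomics Suite and summarised each probe set by the robust multichip average (RMA) with GC correction, and the deposited values are on the log2 scale. The submitters' processing notes name the mm9 mouse genome build, and software versions are not given in the sources used here. RMA subtracts background and forces the arrays onto a common distribution before the probes of a set are summarised, so a change shared by most genes would be hidden, and values near the floor understate fold changes. The methods name an exon array, whereas the probe set identifiers and annotation of the value table are those of a gene-level array of the same maker, so the values were taken as gene-level summaries. The deposited table held 35399 probe sets. The platform annotation gave 1 gene symbol for 21789 of them, several for 1621 and none for 11989. Symbols were checked against the RefSeq gene table of assembly GRCm38.p6 through the Entrez gene number, which changed 0 symbols. Because that assembly differs from the mm9 build, no chromosomal coordinates are given, and its table was used only for names and for the order of neighbouring genes. Of all probe sets, 701 shared their 6 values with another probe set.

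The log2 values were used as deposited, without further normalization. Probe sets with a log2 value of at least 6.5, the background level in the study's methods, in at least 1 array were tested, which kept 19149 probe sets, of which 11022 had 1 gene symbol, for 9922 genes. Where a gene had several probe sets, the one with the highest mean over the 6 arrays stood for it. Runx3-/- and WT arrays were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided), with genotype as the only term. The study's methods name a one-way analysis of variance, which for a pair of groups equals an equal-variance test of their means, and do not list its terms. The study's listed p-values appear to come from a fit with fewer residual degrees of freedom than genotype alone leaves, which was not tested by the scripts here, so the study's own fit is not settled. P-values were adjusted by the Benjamini-Hochberg method over the tested probe sets, with a threshold of 0.05. A further count used the thresholds of the study's methods, an unadjusted p of at most 0.05 together with a change of 1.5-fold or more in either direction. Fold changes are ratios of geometric means. Where every array of a group lay below 6.5, a fold is given as a lower bound, with the brighter group's mean set against 6.5 or the dimmer array's own value, whichever was higher. The targeted gene also received an exact permutation test, which cannot give a two-sided p under 0.1 with 3 arrays against 3. The number of arrays limits the precision of every value.

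The 34 gene lists were written before the values were examined but after the study and its gene lists had been read, so they are not independent of the study. Of these, 31 covered pathways, DC subsets and markers of other spleen cells. The 26 of them with at least 5 tested genes were compared with all other tested genes by limma's camera with a preset inter-gene correlation of 0.01, and the camera p-values were adjusted over these 26. Another pair of lists, adjusted as a family of its own, held the 148 higher and 53 lower symbols of the genes that the study found higher or lower after conditional deletion of Runx3 in Esam-hi DC of other mice. These symbols are those of the study's gene listing for that comparison, where the higher ones number fewer than the study's text counts, for a reason not settled here. The last list, of sex-linked genes, served only to check the labels. Counts within a list are given from the adjustment over all probe sets and, where stated, adjusted over the list alone. The named genes were Runx3, the 10 largest rises and 10 largest falls among genes past the adjusted threshold whose groups did not overlap, up to 4 members of each list with the smallest p, and the genes that the study's text discusses. Genes named outside this rule were chosen after their values were seen.

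Littermates were true pairs by the labels. After the group means were removed, the correlation over probe sets between the arrays of a litter was 0.16 in litter 1, 0.10 in litter 2 and 0.25 in litter 3. The fit with the litter as a replicate block has 2 residual degrees of freedom against 4 for genotype alone. The limma fits were tested on simulated values of the 19149 probe sets with known changes. With genotype alone, 36% of 1.5-fold, 70% of 2-fold, 96% of 3-fold and 94% of 4-fold changes were recovered, with 6 false calls. With the replicate block, the shares were 0%, 44%, 80% and 86%, with 7 false calls. These shares show the loss of power with fewer residual degrees of freedom. They do not show which fit suits arrays with the litter correlations given above. In simulated data without list effects, camera called 2.5% of 200 lists of 22 genes. The estimated inter-gene correlation of the real lists had a median of 0.16 and a highest value of 0.85. The simulated share does not give the rate of false calls at such correlations.

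Alternatives chosen before the data were examined were the litter as a fixed and as a random replicate block, no filter and a filter of 6.5 in 3 arrays, quantile normalization, centring of each array on its median, trended and robust eBayes, array weights, 1 probe set per gene, each array left out in turn, other thresholds, the methods' analysis of variance on the same values with genotype as its term, camera with an estimated correlation, and fry, which tests the members of a list against no change, where camera tests them against the other genes. Figures were drawn with matplotlib 3.10.9.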

Results

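To identify genes that respond to Runx3 in CD4+ DC, a subset of antigen-presenting cells of the spleen, the study compared RNA of cells sorted from 3 WT and 3 Runx3-/- mice. The 6 arrays were alike in level. Their median log2 values ranged from 6.57 to 6.65, and 50.7% to 51.3% of probe sets lay at or above the background of 6.5. Across probe sets, arrays of the same genotype correlated at 0.979 to 0.987 (Pearson), littermates of different genotype at 0.971 to 0.985, and arrays differing in both at 0.967 to 0.981.

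Runx3 RNA (probe set 10509030, Entrez gene 12399) was reduced in every Runx3-/- array. The log2 value was 11.19 ± 0.07 (SD, n = 3) in WT and 9.21 ± 0.08 (SD, n = 3) in Runx3-/- DC, which left 25.3% of the WT level. The log2 change was -1.98 with an SE of 0.08 (limma, adjusted p = 0.0027). An exact two-sided permutation test gave p = 0.1, the smallest that 3 against 3 arrays allow. With the litter as a replicate block the adjusted p was 0.061, and over 16 alternatives it ranged from 0.00030 to 0.061, with 0.053 when WT 1 was left out. Which exons the probe set reads was not examined, so the remaining signal says nothing about a functional transcript. Runx1, the paralog of Runx3, was at 10.86 ± 0.17 in WT and 11.41 ± 0.03 in Runx3-/- DC (SD, n = 3 each) and did not pass (adjusted p = 0.059). Xist, expressed in female cells, had a mean of 5.02 in WT and 5.06 in Runx3-/- arrays, below background, while the Y-linked Eif2s3y stood at 11.04 and 11.12, in mice all labelled male.

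Loss of Runx3 was accompanied by changes in both directions. The largest rise was that of Gpr171 (probe set 10498345), a G protein-coupled receptor, which was 8.41-fold higher in Runx3-/- DC, with a log2 change of 3.07 (SE 0.39, adjusted p = 0.028) and 2 of 3 WT arrays above background. Abca13 (probe set 10374248), a transporter of the ABC family, was 5.60-fold and Gria3 (10599348), a glutamate receptor subunit, 4.61-fold higher, but each was above background in only 1 WT array, so these folds and their place among the rises rest on WT values mostly below background. Dpp10 was 4.18-fold higher, F630111L10Rik 4.17-fold and P2ry14, a receptor for UDP-sugars, 3.95-fold. Mertk, a receptor kinase for the uptake of apoptotic cells, rose 3.86-fold, and so did Grpr, the receptor of gastrin-releasing peptide, which was above background in 2 WT arrays. Fabp5, a fatty acid-binding protein, was 3.68-fold higher on the probe set used, and its other probe set had a log2 change of 1.85. Tarm1, a receptor of myeloid cells, rose 3.53-fold. The largest fall was that of Gp2 (probe set 10567366), a membrane glycoprotein, which was 8.33-fold lower, with a log2 change of -3.06 (SE 0.49, adjusted p = 0.046) and 1 of 3 Runx3-/- arrays above background. Tnfsf8 (10513729), the ligand of CD30, was 4.43-fold lower and above background in 1 Runx3-/- array. Slc8a2, a sodium-calcium exchanger, was at least 2.23-fold lower and Klra5, of the Ly49 receptor family, at least 1.72-fold lower, since both lay below background in all Runx3-/- arrays. Dab2ip, a regulator of Ras signalling, fell 3.10-fold, Mical2 2.72-fold, the protease Klk8 2.65-fold, the transcriptional repressor Hic1 2.55-fold and the calcium channel subunit Cacna1e 2.48-fold, with 2 Runx3-/- arrays above background for Mical2 and 1 for Hic1. Adjusted p lay at or below 0.05 for each of these genes with genotype alone. The folds of Gp2, Tnfsf8 and Hic1 and their places among the falls rest on Runx3-/- values mostly below background.

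In total 298 of 19149 probe sets passed an adjusted p of 0.05 (limma), 164 higher and 134 lower in Runx3-/- DC. They represented 229 named genes, 136 higher and 93 lower. A fold change of at least 2 was seen for 118 of these probe sets, 84 higher and 34 lower. The 3 Runx3-/- values lay outside the 3 WT values for all 298, as they did for 22.4% of all tested probe sets, where chance gives 10%. At the study's thresholds 757 probe sets passed, with 385 higher and 372 lower as against 432 and 302 with quantile normalization and 442 and 303 with median centring, and they stood for 468 named genes, 306 higher and 162 lower, and the methods' analysis of variance gave 594 probe sets for 406 genes. Without a fold threshold, 3042 probe sets had an unadjusted p of at most 0.05, against 957 expected by chance. Of these, 1070 were higher and 1972 lower, unlike the balance of the calls, and of all probe sets whose groups did not overlap 1433 were higher and 2858 lower. The median log2 change over the tested probe sets was -0.04. The count past adjusted p of 0.05 was 0 with the litter as a replicate block, where 3430 probe sets had an unadjusted p of at most 0.05, and the methods' analysis of variance gave 6. In limma fits without an array the count was 0 without WT 1 (1968 at unadjusted p of at most 0.05), 1 without Runx3-/- 3, 40 without Runx3-/- 1, 75 without WT 3, 137 without WT 2 and 205 without Runx3-/- 2, and the direction of all 298 was kept in each.

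**Figure D1:**
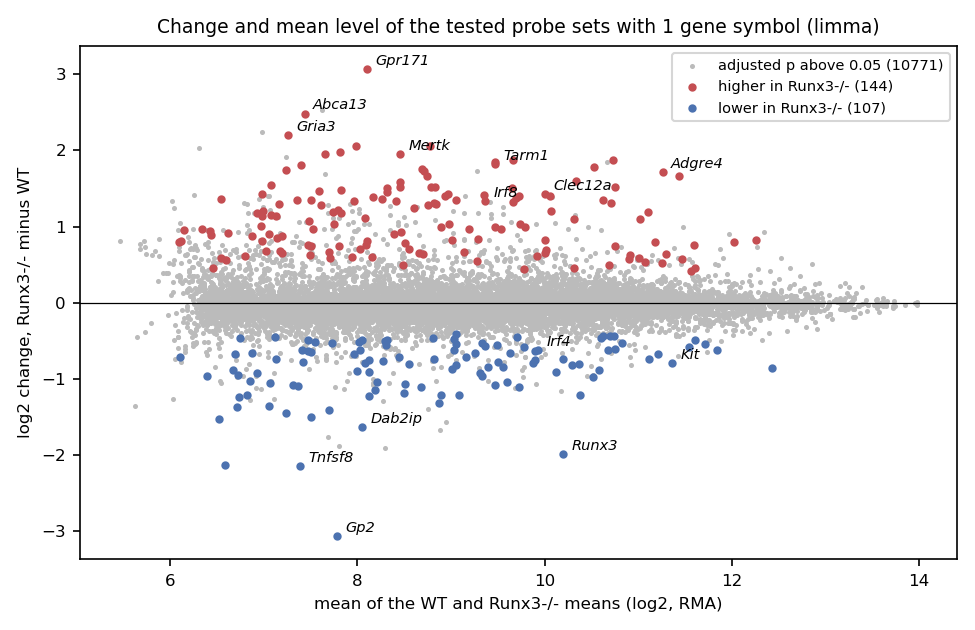
Log2 change of Runx3-/- against WT (vertical axis) and the mean of both genotype means (horizontal axis, log2) for the 11022 tested probe sets with 1 gene symbol. Red and blue points are the 144 higher and 107 lower probe sets with an adjusted p of at most 0.05, and grey points are the 10771 that did not pass.

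Genes of DC development that the study discusses moved in both directions. Irf8, a transcription factor of the CD8+ DC and monocyte lineages, rose 2.51-fold, from 8.70 ± 0.08 to 10.03 ± 0.41 (SD, n = 3 each, adjusted p = 0.042). Spic, a factor of red pulp macrophages, rose 2.63-fold (adjusted p = 0.021). Irf4, a factor of CD4+ DC, fell 1.54-fold, from 10.24 ± 0.02 to 9.62 ± 0.16 (SD, n = 3 each, adjusted p = 0.043). Kit, the receptor of stem cell factor, fell 1.73-fold (adjusted p = 0.026), while the lectin receptor Clec12a rose 2.69-fold (adjusted p = 0.011) and the chemokine receptor Cx3cr1 2.59-fold (adjusted p = 0.013). Smad3, a mediator of TGF-beta signals, had a log2 change of 1.04 (SE 0.18), past the study's thresholds (2.05-fold, unadjusted p = 0.0010) but not the adjusted one (adjusted p = 0.056, in a range of 0.021 to 0.20 over 16 alternatives). Rbpj, the effector of Notch receptors, was at -0.36 (SE 0.08) and did not pass (adjusted p = 0.092, in a range of 0.037 to 0.27). The adhesion molecule Esam, which the labels name in the sort without saying how it was gated, was at 0.15 (SE 0.14), Itgam (CD11b) at 0.47 (SE 0.13), Itgax (CD11c) at -0.11 (SE 0.06), Flt3 at -0.28 (SE 0.09), Notch2 at -0.18 (SE 0.07) and Spi1, which encodes PU.1, at -0.11 (SE 0.08), and none of them passed. The change of Esam ranged from 0.04 to 0.28 over 16 alternatives. The MHC class II genes H2-Aa, H2-Ab1 and H2-Eb1 had log2 changes of -0.05, -0.13 and -0.14, and the costimulatory Cd40 and Cd86 of 0.10 and 0.06, again without passing. These small changes varied over 16 alternatives. The ranges were -0.07 to -0.01 for H2-Aa, -0.17 to -0.05 for H2-Ab1 and -0.19 to -0.05 for H2-Eb1. Those of Cd40 and Cd86 were 0.002 to 0.19 and -0.005 to 0.14. Of the 64 named genes called beside Runx3, 0 kept an adjusted p of at most 0.05 with the replicate block (range 0.061 to 0.12) or without WT 1 or Runx3-/- 3, and 17 to 37 did without another array.

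**Figure D2:**
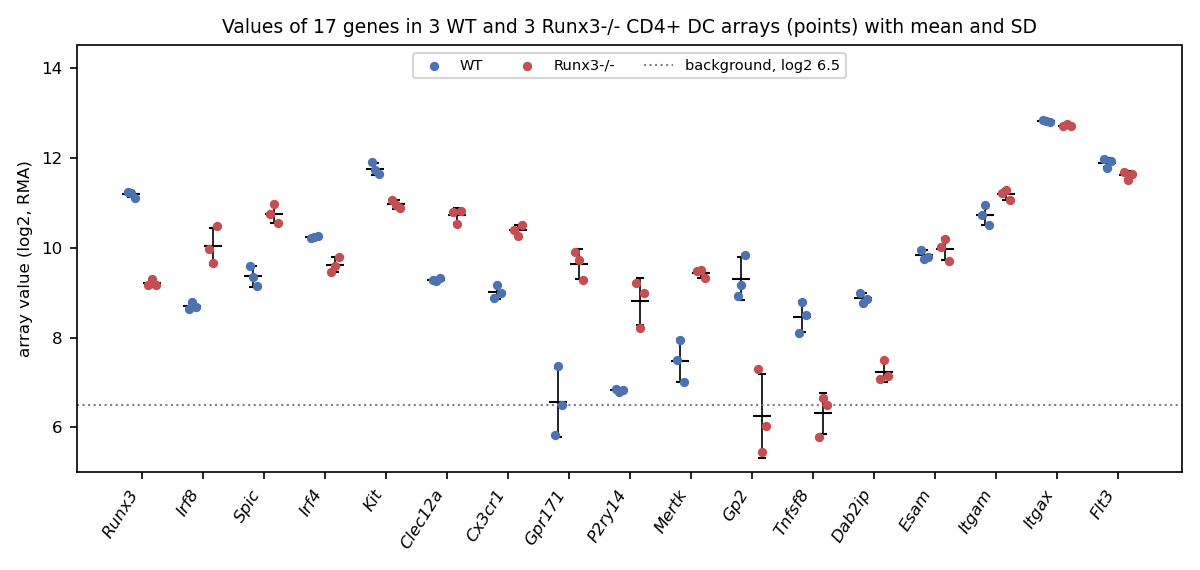
Log2 values of 17 genes in each array, WT in blue and Runx3-/- in red, with the mean and SD of each genotype (n = 3) and the background of 6.5 as a dotted line. The Runx3 values of the genotypes lie apart (means 11.19 and 9.21), whereas those of Esam overlap.

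Genes of red pulp macrophages, the iron-recycling phagocytes of the spleen, formed the list with the largest median rise. All 22 measured members had a positive change, with a median log2 change of 1.31, and 14 rose past the adjusted threshold (19 adjusted over the list alone). The adhesion receptor Adgre4 rose 3.30-fold, the oxysterol receptor Nr1h3 2.86-fold, and C1qa, a subunit of complement C1q, 2.54-fold, from 8.38 ± 0.11 to 9.72 ± 0.20 (SD, n = 3 each, adjusted p = 0.014). Adgre1, which encodes F4/80, had a log2 change of 0.01 (SE 0.11) from a WT level of 12.45, and Hmox1, the haem-degrading enzyme, of 0.22 (SE 0.17), neither passing. Phagocytic and scavenger receptors rose for 7 of 23 measured members, with a median of 0.67. Cd93 was 3.34-fold higher, with 1 WT array above background, the endocytic receptor Lrp1 2.65-fold and Axl, a relative of Mertk, 2.47-fold. In the complement list 3 of 10 members rose, C1qa, C1qb (2.48-fold) and C1qc (2.66-fold), which neighbour each other and lie among the 100 tested genes nearest to Runx3 in gene order. These 3 are also red pulp list members, and without shared members the complement list had a median of 0.47 and an adjusted p of 0.21, in an alternative chosen after seeing the data (range 5.6e-06 to 0.21 over 17 alternatives). Camera with the preset correlation gave adjusted p = 7.1e-22 for red pulp, 2.8e-10 for phagocytic and 0.00066 for complement genes, and the adjusted p was 0.13, 0.14 and 0.13 with an estimated correlation. The study's own list from these arrays holds 18 of the red pulp, 12 of the phagocytic and 4 of the complement genes, so the directions are not independent evidence. Adjusted over the list alone, 14 phagocytic genes were higher and 1 lower, and 5 complement genes were higher and 1 lower. The median of the phagocytic list was 1.02 without WT 2.

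Lysosomal and lipid genes rose in part. In the lysosome list 5 of 30 members rose, among them the proteases Ctsl (3.31-fold) and Lgmn (1.74-fold), the galactosylceramidase Galc (2.54-fold) and the membrane protein Lamp1 (1.69-fold), and the median log2 change was 0.24. Among targets of the lipid-sensing receptors LXR and PPAR gamma, 4 of 18 rose and 1 fell, with a median of 0.32. Pparg itself was 2.84-fold higher and the cholesterol exporter Abca1 2.56-fold, whereas the fatty acid synthase Fasn fell 1.39-fold. In the cholesterol synthesis list 1 of 19 members passed, the regulator Srebf2, which fell 1.37-fold, and the list did not pass (adjusted p = 0.24) except without Runx3-/- 3 (0.035) or with no filter (0.029), in a range of 0.029 to 0.82 over 17 alternatives. Purinergic and related receptors rose for 5 of 9 members, with a median of 0.75. Beside Gpr171 and P2ry14 these were P2ry13 at 3.44-fold, P2ry12 at 2.79-fold and the ATP-gated channel P2rx4 at 1.68-fold. Camera adjusted p was 1.6e-09 for lysosome, 4.7e-05 for LXR and PPAR gamma and 1.1e-06 for purinergic genes, and 0.18, 0.13 and 0.13 with an estimated correlation. Adjusted over the list alone, 15 lysosome genes were higher and 1 lower, 8 LXR and PPAR gamma targets were higher and 2 lower, 5 purinergic genes were higher and 0 lower, and 1 cholesterol gene was lower. Of the lysosome, LXR and PPAR gamma and purinergic lists, 8, 5 and 5 members are also in the study's own list from these arrays, so they are not independent evidence.

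Genes of Esam-low and monocyte-like DC had a median log2 change of 0.67 in Runx3-/- cells, and 4 of 22 members rose (18 higher and 1 lower adjusted over the list alone). These were Clec12a, Cx3cr1, the inhibitory receptor Pilra at 2.54-fold and the lectin Clec4a3 at 1.74-fold. C-type lectin receptors had a median of 0.71, with 2 members higher (Clec12a and Clec4a3) and 1 lower (Klra5) of 22. Camera adjusted p was 2.2e-13 for the Esam-low and 2.3e-05 for the lectin list, and 0.13 and 0.14 with an estimated correlation. In the lectin list 7 genes were higher and 1 lower adjusted over the list alone. The study's own list from these arrays holds 11 and 9 of their members. The genes chosen as higher after conditional deletion of Runx3 in Esam-hi DC of other mice had a median of 0.62 here, with 116 of 127 measured members positive and 36 higher past the adjusted threshold (88 higher and 5 lower adjusted over the list alone). Among them Il1a, which encodes a form of interleukin 1, was below background in all WT arrays and at least 1.65-fold higher, and Cadm1, an adhesion molecule of CD8+ DC, was 1.99-fold higher. The genes chosen as lower in those cells had a median of -0.77, with 39 of 43 negative and 19 lower past the threshold (32 adjusted over the list alone). The phosphatase Ptpn3 among them fell 2.15-fold, and its 11 other probe sets had log2 changes from -1.50 to -0.72. Camera gave adjusted p = 4.7e-44 for the higher and 9.8e-20 for the lower list, and both passed with an estimated correlation (adjusted p = 0.0028 and 0.012). Of their members, 63 and 28 are also in the study's own list from these arrays. These lists came from arrays of other mice, so the overlap is not a selection on the values here. They were still written after the study and its gene lists had been read.

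Transcription factors of DC changed individually. Of 27 measured, 5 rose and 2 fell, with a median of 0.08. Maf, a macrophage factor, rose 2.76-fold and Prdm1, which encodes Blimp-1, 2.62-fold, whereas Myc, a growth regulator, fell 1.88-fold. Zeb2, named after its value was seen, rose with a log2 change of 0.63. The core genes of classical DC were mostly slightly lower, with 19 of 21 negative and a median of -0.14, and only Kit passed. CD8+ DC genes had a median of 0.28, and Irf8 and Cadm1 rose among 18 members. Xcr1, the chemokine receptor of that subset, was at 0.68 (SE 0.18) and the nuclear factor Batf3 at -0.47 (SE 0.15), both without passing the adjusted threshold, though Xcr1 was past the study's thresholds. Camera adjusted p was 0.0086 for the DC factors and 0.00070 for the classical DC core, both 0.13 with an estimated correlation, and 0.057 for the CD8+ DC list, which ranged from 0.0089 to 0.41 over 17 alternatives and passed without WT 1 (0.040), WT 3 (0.047) or Runx3-/- 2 (0.0089), with no filter (0.013) and with the filter in 3 arrays (0.043). Its median was 0.48 without WT 3, 0.42 without Runx3-/- 2 and 0.17 without Runx3-/- 1 or Runx3-/- 3. Without members shared with the red pulp list the DC factors had an adjusted p of 0.084, in a range of 0.0050 to 0.13 over 17 alternatives, and their median was 0.12 without WT 3 and 0.13 without Runx3-/- 2. Adjusted over the list alone, 6 DC factors were higher and 5 lower, 5 core genes were lower, and 6 CD8+ DC genes were higher and 5 lower. The study's own list from these arrays holds 8, 1 and 4 members of these lists.

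Antigen presentation and signalling lists held few called genes. In the MHC class II list 2 of 20 members rose, the lysosomal proteases Ctsl and Lgmn, and the median was -0.11 (camera adjusted p = 0.89). That median ranged from -0.13 to -0.05 over 17 alternatives. In the MHC class I list 0 of 16 passed by limma (0 at the study's thresholds), with a median of -0.01 and adjusted p = 0.65. In the Notch list 1 of 15 passed, the ubiquitin ligase Dtx3, which fell 1.42-fold (list adjusted p = 0.66). In the TGF-beta list 1 of 20 passed, the signal transducer Smad1, which fell 1.40-fold. That list had an adjusted p of 0.063 and passed without WT 1 (0.021), WT 2 (0.027), Runx3-/- 1 (0.029) or Runx3-/- 3 (0.033), in a range of 0.021 to 0.47 over 17 alternatives, of which fry, with another null hypothesis, gave 0.47 and camera without WT 3 gave 0.46. Costimulation genes had a median of 0.16 with 0 of 18 passing by limma and 3 at the study's thresholds, Fscn1, Ccl22 and Il12b. Their log2 changes were 0.60, 0.80 and 0.63, with Il12b above background in 2 WT arrays. Over 16 alternatives these ranged from 0.51 to 0.79, 0.57 to 1.02 and 0.41 (without WT 2) to 0.80. Each was under a 1.5-fold change at its lowest. Of 30 cytokine and chemokine receptors Cx3cr1 rose, and Kit and the interleukin 12 receptor chain Il12rb2 (1.53-fold) fell. The costimulation and cytokine receptor lists had camera adjusted p of 0.00096 and 0.0028, and 0.18 and 0.22 with an estimated correlation. Adjusted over the list alone, 5 MHC class II genes were higher and 2 lower, 0 MHC class I and 0 costimulation genes passed, 2 Notch genes were lower, 3 TGF-beta genes were higher and 2 lower, and 9 cytokine receptors were higher and 5 lower. Of the MHC class II, MHC class I, TGF-beta and cytokine receptor lists, 2, 1, 3 and 10 members are in the study's own list from these arrays. The cytokine receptor list had 0.062 without WT 3, in a range of 0.00024 to 0.22 over 17 alternatives.

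Markers of other spleen cells were measured as a background to the sort. B cell genes had a median log2 change of 0.45 over 14 measured members, of which 1 passed, the kinase Blk, which fell 2.13-fold, and 5 of 19 on the array were below background in all arrays. Plasmacytoid DC genes had a median of 0.40 with 0 of 16 passing by limma, and 4 were past the study's thresholds, Spib, Atp1b1, Cd209d and Ccr9, with log2 changes of 0.70, 1.69, 1.15 and 1.12. Of the T cell, NK cell, neutrophil and erythroid markers, 14 of 16, 13 of 16, 14 of 17 and 7 of 10 lay below background in all 6 arrays. Medians over the 2, 3, 3 and 3 measured ones were -0.04, -0.13, 0.64 and 0.51. The neutrophil markers and the erythroid Slc4a1 and Car1 each reached background in only 1 array, a Runx3-/- one. The last 2 medians therefore rest on values mostly below background. The NK cell list held a called gene, Tbx21, which encodes T-bet and fell 1.57-fold. Another member, Klrk1, named after its value was seen, was below background in all WT arrays and at least 2.17-fold higher. It was past the study's thresholds but not the adjusted one (limma, adjusted p = 0.12). The erythroid Car2 had a log2 change of 1.06, past the study's thresholds but not the adjusted one (adjusted p = 0.20). That change ranged from 0.66 (without Runx3-/- 1) to 1.30 over 16 alternatives. Stromal and endothelial genes had a median of 0.60, and 3 of 11 rose, the matrix proteins Sparc (2.27-fold) and Bgn (1.53-fold), each with 1 WT array above background, and the endothelial cadherin Cdh5, at least 1.30-fold higher and below background in all WT arrays. Extracellular matrix and adhesion genes had a median of 0.71, with 6 higher and 1 lower of 27. The metalloprotease Mmp14 was below background in all WT arrays and at least 2.54-fold higher, its inhibitor Timp2 was 2.21-fold higher with 2 WT arrays above background, and the proteoglycan Sdc3 was 2.30-fold higher. The gene that fell was Adam8 (log2 change -1.21), named after its value was seen. Camera adjusted p was 0.0018 for B cell, 2.4e-05 for plasmacytoid DC, 8.3e-07 for stromal and 1.4e-09 for matrix genes, and 0.22, 0.18, 0.13 and 0.13 with an estimated correlation. Adjusted over the list alone, 7 B cell genes were higher and 3 lower, 2 plasmacytoid DC and 6 stromal genes were higher, and 16 matrix genes were higher and 3 lower. The plasmacytoid DC median was 0.24 without Runx3-/- 3. Over 16 alternatives the log2 change ranged from 0.62 to 1.46 for Ccr9, 1.10 to 2.16 for Atp1b1 and 0.81 to 1.59 for Cd209d. Each was lowest without Runx3-/- 3. The study's own list from these arrays holds 5, 2, 4 and 16 of the B cell, plasmacytoid DC, stromal and matrix genes and 2 of the NK cell genes.

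Interferon response genes had a median of 0.29 with 0 of 21 past the adjusted threshold by limma and 1 past the study's thresholds, Cxcl10 (log2 change 1.11, adjusted p = 0.066). Cell cycle genes had a median of 0.18 with 0 of 27 passing by limma and 1 past the study's thresholds, Hells, at 0.61, whose groups overlapped. Camera adjusted p was 0.00081 for the interferon list and 0.00070 for the cell cycle list, and 0.55 and 0.58 with an estimated correlation. The interferon list had 0.62 without Runx3-/- 3, where its median was -0.04, in a range of 7.3e-06 to 0.62 over 17 alternatives, and the cell cycle list 0.10 without Runx3-/- 1, in a range of 1.6e-07 to 0.58. The interferon median was 0.43 without Runx3-/- 2. The cell cycle median was 0.03 without Runx3-/- 1, 0.08 without WT 2, 0.10 without WT 1, 0.27 without Runx3-/- 2 and 0.33 without WT 3. Of the members, 1 interferon gene was higher and 0 cell cycle genes passed by limma adjusted over the list alone. In the list of genes induced by tissue dissociation 1 of 19 rose, the NF-kappa-B inhibitor Nfkbia at 1.33-fold (list adjusted p = 0.66). Of 11 housekeeping genes 0 passed by limma and 0 at the study's thresholds, with a median of -0.01 (adjusted p = 0.57). For the MHC class I, MHC class II, dissociation and housekeeping lists camera pointed up and the median down, with positive means for both MHC lists and negative ones for the others, and the medians of the MHC class I and housekeeping lists turned positive with median centring and that of the dissociation list with either scaling. The RUNX family list had 4 measured members and was not tested as a list, with Runx3 the called gene. In all, 18 of 26 lists passed with the preset correlation, 17 upward and the classical DC core downward, 0 passed with an estimated correlation (9 at an unadjusted p of at most 0.05) and 12 by fry.

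**Figure D3:**
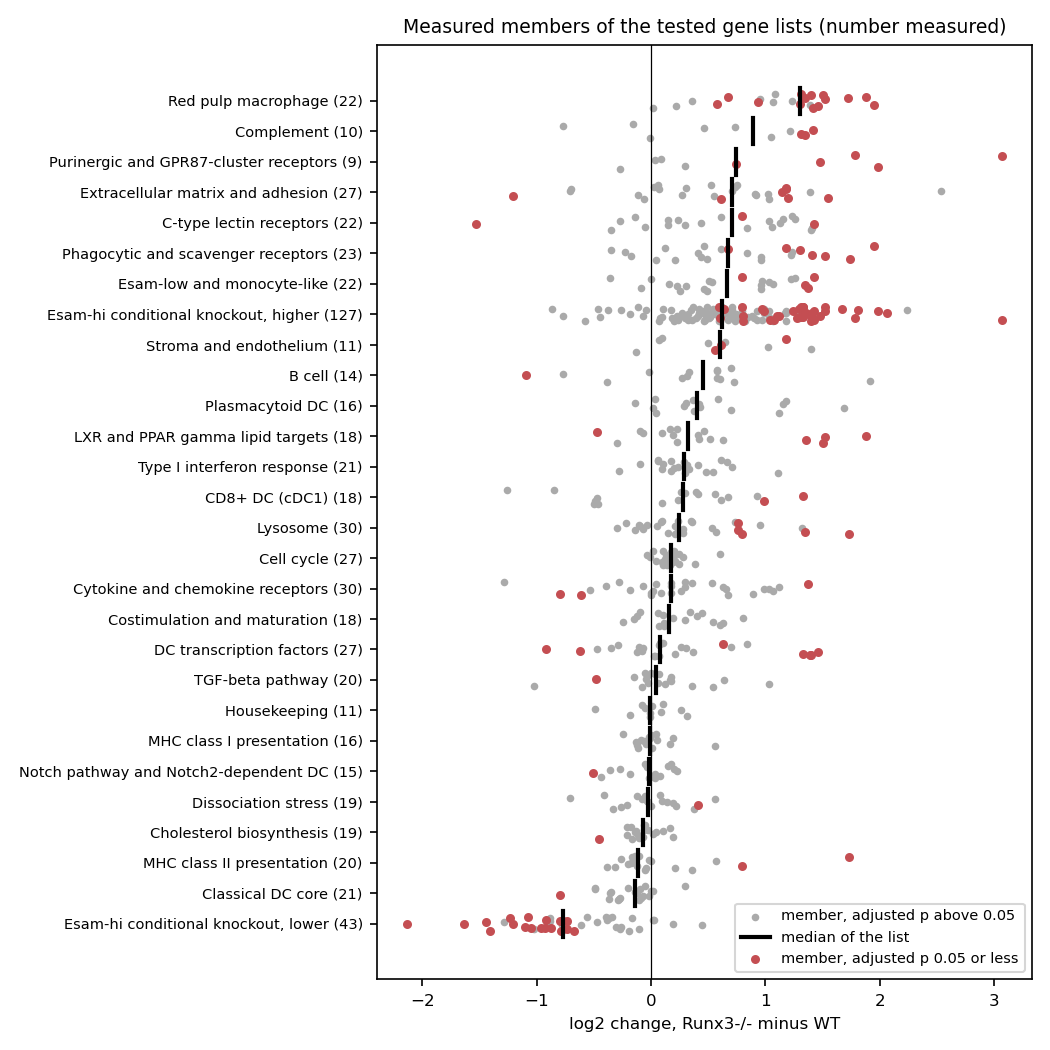
Log2 change of Runx3-/- against WT (horizontal axis) for each measured member of the tested gene lists, with the number measured after each name. Red points passed an adjusted p of 0.05, grey points did not, and black bars mark the median, from -0.77 for the genes lower in Esam-hi conditional knockout DC to 1.31 for red pulp macrophage genes.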

Values the study reported

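The study reported 412 genes that differed between Runx3-/- and WT CD4+ DC, at an absolute fold change of at least 1.5 and a p of at most 0.05 with a log2 intensity of at least 6.5 in at least 1 array. It stated that Runx3 bound 316 of the 412 genes. In Esam-hi DC of conditional knockout mice it counted 202 upregulated genes, of which 66 (30%) were specific to Esam-low DC.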

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

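Of the alternatives, the replicate block at an adjusted p of 0.1 and the lists without red pulp members were chosen after seeing the data. Of the gene calls and list calls, 0 reversed direction in their test, but the median of the interferon list, 0.29, was -0.04 without Runx3-/- 3. The balance of higher and lower calls did turn in some settings. The calls past adjusted p of 0.05 were more often higher (164 against 134 lower), whereas they were 297 against 305 with the random replicate block, 319 against 337 with array weights and 325 against 353 at an adjusted p of 0.1. The count past adjusted p of 0.05 (298) was 0 with the replicate block (smallest adjusted p 0.061) and 301 with the block at an adjusted p of 0.1. The count was 602 with the random replicate block, 656 with array weights, 595 with 1 probe set per gene, 6 by the methods' analysis of variance and 678 at an adjusted p of 0.1, and it ranged from 0 (without WT 1) to 205 (without Runx3-/- 2) with an array left out (fewer samples). The cause was not tested for the block, the random block and array weights. The count at the study's thresholds (757) was 475 with 1 probe set per gene (fewer probe sets tested) and 212 at a fold change of 2, and with an array left out it ranged from 663 to 1098. Its balance (385 higher, 372 lower) turned to 393 against 397 with the replicate block, 401 against 416 with the random one, 442 against 508 with array weights, 419 against 502 without WT 2, 472 against 626 without Runx3-/- 2 and 396 against 399 without WT 3, and the other way to 432 against 302 and 442 against 303 with the scalings, 312 against 163 with 1 probe set per gene, 148 against 64 at a fold change of 2 and 304 against 240 at an unadjusted p of 0.01. The log2 change of Runx3 was -1.98 with the replicate block, where its adjusted p (0.061) missed the threshold, and ranged from -2.03 to -1.96 with an array left out, missing it without WT 1 (0.053). The number of lists passing (18) was 0 with an estimated correlation, where the test also refers to the 4 residual degrees of freedom of the arrays, and 18 to 20 with an array left out. How much of that loss comes from the correlation and how much from the degrees of freedom was not tested. For the DC factors the estimated correlation was -0.016, below the preset 0.01. A higher correlation within that list was therefore not the source of its loss, though its adjusted p also depends on the other lists. Without red pulp members 15 lists passed, and the red pulp list itself could not be tested there. The block changed no list's call, and both Esam-hi conditional knockout lists passed under each of 16 alternatives, with medians of 0.63 to 0.72 and -0.82 to -0.72 with an array left out. With another scaling the share of higher calls went from 55.0% to 60.0% (quantile) and 61.6% (median centring), and 273 and 278 of the 298 calls were kept. With no filter, the medians of the purinergic, stromal, complement and C-type lectin lists were 0.19, 0.11, 0.25 and 0.30, since members below background enter. For named genes 955 of the comparisons stayed on the same side of the threshold, 419 lost the call and 18 gained it, and for lists the numbers were 401, 29 and 11. Using 1 probe set per gene is how lists were tested anyway, so it was not run for them. Changes of genes near a log2 value of 6.5 are understated.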

Other observations

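The run of neighbouring called genes, the level of Med12l and the further CD8+ DC genes named were examined only after the calls were seen, and so were the repeats of the macrophage and DC share tests under other settings and on more markers, the counts of markers and CD8+ DC list members with intervals below 0, the 14 markers above background in all arrays and the Poisson limit, which were added once the values of the planned tests were known. Several receptor genes among the largest rises lie together on a chromosome. Gpr171, P2ry14, F630111L10Rik, P2ry13 and P2ry12 are 5 consecutive tested genes in gene order, and all 5 were higher in Runx3-/- DC, by 1.48 to 3.07 on the log2 scale. The next longest run of neighbouring called genes had 3 members, C1qb, C1qc and C1qa. When the calls were shuffled over the 9915 genes with a position, 3 of 10000 shuffles gave a run of 5 (permutation test across genes, one-sided p = 0.00040), where genes are not independent replicates. Med12l, a neighbour of that cluster, was below background in all 6 arrays, at 5.14 ± 0.08 in WT and 5.34 ± 0.14 in Runx3-/- DC (SD, n = 3 each).

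The 6 arrays can be divided into 3 and 3 in 10 ways, too few for a share under 0.05. The genotypes gave 298 probe sets past adjusted p of 0.05, the largest count (1 of the 10 splits as large), and the highest other split gave 1. At the study's thresholds the genotypes gave 757, again 1 of 10, and the highest other split 269. For gene lists the genotypes gave 18, and 2 of 10 splits, the real one included, gave as many, the other being WT 1, WT 3 and Runx3-/- 3 against the rest, which parts 1 litter pair. Among the 4 splits that part all 3 litter pairs, the 3 other splits each gave 0 probe sets by limma past adjusted p of 0.05, 40 to 248 at the study's thresholds and 8 to 17 lists.

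The rise of red pulp macrophage genes (median log2 change 1.31) may come from macrophages carried into the Runx3-/- sorts, from a lower share of DC in those sorts, or from expression by the DC themselves, which was not tested. In the test for carried macrophages, the higher of the upper 95% limits of Hmox1 and Adgre1 was 0.64, just under the bound of 0.65. That bound, 50% of the list's median, was set beforehand, and it was met in 6 of 7 settings that keep all arrays. The limit was 0.41 with the replicate block and 0.56 with the random one, both against 0.65, and 0.54 against 0.64 with array weights. With median centring, however, it was 0.69 against a bound of 0.67. Hmox1 and Adgre1 were also high in WT arrays, at means of 9.70 and 12.45. Carried macrophages may raise such genes less, so meeting the bound does not decide the question. Carried macrophages therefore stay open as a source, although the gate on CD11c, MHCII and CD4 would remove macrophages that lack these. For a lower share of DC, 25 markers of B cells (14 of them), T cells, NK cells, neutrophils and erythroid cells had a median of 0.33 with an upper 95% bootstrap limit of 0.60 (0.25 and 0.58 over the 14 above background in all 6 arrays), and 51 with stromal and plasmacytoid DC genes added had 0.43 and 0.59, below the bound except with array weights (0.72 and 0.67 against 0.64). A lower share of DC would raise markers that DC lack, but these markers moved apart. The 95% intervals lay below 0 for 4 of the 25, Blk at -1.09, Cr2 at -0.77, Tbx21 at -0.65 and Cd22 at -0.38. They lay above 0 for 9, among them Spib at 0.70 and Tnfrsf13c at 0.60. Fcrl5 at 1.92 and Blnk at 0.73 were also among these, but with 1 and 0 WT arrays above background. The 4 that fell had WT means of 7.91, 9.18, 9.58 and 11.42. The DC themselves may express them, so their fall does not decide the question. The median of the 51 lay 0.88 under that of the macrophage list (95% bootstrap limits 0.49 to 1.07). Bootstrap limits here resample genes as if independent, so they give the spread over genes and not over mice. As far as the markers come from other cells, the gap of 0.88 argues against a lower share of DC as the whole source in these arrays. A part is left open by the stromal (median 0.60, 10 of 11 positive) and plasmacytoid DC genes (0.40, 15 of 16 positive). The classical DC core genes (19 of 21 negative) also lie in the direction it would give.

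The CD8+ DC list did not pass (median 0.28, adjusted p = 0.057), though it did without WT 1 (0.040), WT 3 (0.047) or Runx3-/- 2 (0.0089). Carried CD8+ DC could raise Cadm1 and Irf8, and the test asked whether Xcr1, Clec9a, Cd8a and Itgae stayed below 0.50, which is 50% of the change of Cadm1. For 0 of them did the upper 95% limit lie below it, with limits of 1.12 for Xcr1, 1.49 for Clec9a and 0.83 for Cd8a. Cd8a reached background in 0 WT arrays and 1 Runx3-/- array, with means of 5.76 in WT and 6.15 in Runx3-/- arrays. Changes near the floor are understated and its level in carried cells is not known, so its limit does not decide on this source. Itgae was not among the tested genes. Other members went against this source, since the upper limit of Tlr3 was 0.36 and 5 of 18 members, Snx22 (-1.26), Plekha5 (-0.85), Wdfy4 (-0.49), Batf3 (-0.47) and Fndc7 (-0.46), had 95% intervals below 0, which carried CD8+ DC would not give, while 6 had intervals above 0. It therefore does not account for the list as a whole, and the gate on CD4 and CD8 would remove such cells. For the rises of Cadm1 and Irf8 this source stays open, given the limits of Xcr1 and Clec9a. Cadm1 and Irf8 are also in the list of genes higher in Esam-hi conditional knockout DC. So are Xcr1, Clec9a and Cd8a, and that list therefore does not decide it either.

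DNA of the donor strain around the targeted Runx3 locus could add called genes near it. Among the 100 tested genes nearest to Runx3 in gene order 4 were called, Rcan3 (log2 change -1.05), C1qa, C1qb and C1qc. That count is at percentile 89.7 of 7929 windows of 100 neighbouring genes, whose median is 2 and 95th percentile 5. The bound set beforehand against linked DNA, a percentile below 95, was met. It was set aside after its value was seen, because the exact Poisson upper 95% limit of a count of 4 is 10.2, above 5, so linked DNA stays open for these genes, the C1q genes included. C1qb is also in the list of genes higher in Esam-hi conditional knockout DC. Linked DNA would not raise C1qb there if the controls carried the floxed locus too. The paper states this for controls in flow cytometry and calls those of the arrays WT.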
